A study of Daphnia magna with 3 samples. Its data were reported in "DNMT3.1 controls trade-offs between growth, reproduction, and life span under starved conditions in Daphnia magna" (2021).

How the data were processed

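RNA sequencing data from 3 wild-type samples of the water flea Daphnia magna, a planktonic crustacean, were analysed. Per the labels, each sample held 5 adult females of the NIES strain aged 12 days, at the release of their second clutch, whose eggs had been flushed from the brood chamber before freezing. Total RNA of whole bodies was extracted with phenol and chloroform, mRNA was enriched on oligo(dT) beads, and libraries made from randomly primed cDNA were sequenced on an Illumina instrument by a commercial service. The study used these libraries as its wild-type triplicate under nutrient-rich feeding. Its other libraries, from starved animals and from the DNMT3.1 mutant, were not analysed here, so that no contrast between groups was made. The labels number the samples, and the study says that treatments were repeated for triplicate sampling and that these libraries were made elsewhere by the same methods, culture included. The spread between them holds differences between pools and between library preparations alike.

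The authors mapped the reads to the D. magna genome of wFleaBase in CLC Genomics Workbench 12 and deposited the total counts per gene record, without normalization. The version of the genome and of its gene models, and the strand setting, are not given in the sources used here. The deposited RPKM values, which take gene length and library size into account, were scaled by the authors to a library total of which the gene records held 80.5%, 80.8% and 82.5% in replicates 1, 2 and 3. The deposited TPM values were scaled by the authors to the same sum in each library. A further deposited signal, named CPM in the file headers, was a scaled count whose columns did not share a common sum, and the divisor of each library was the same as the TMM (trimmed mean of M-values) effective size computed here. Descriptions and gene ontology (GO) terms of the records were added by the authors with Blast2GO. The table held 47109 records, of which 17265 carried a description, and 74.0% overlapped another record on the same scaffold. Gene models split by the annotation stand as separate records. Reads in overlapping records, and in near-identical copies such as the vitellogenin and haemoglobin families, could have been divided between records by the mapping, and single records of this kind are uncertain. Coordinates are those of the scaffolds in the deposited table.

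From the counts, TMM factors were computed in edgeR 4.0.16 under R 4.3.3, and CPM refers below to counts scaled with the TMM effective sizes. The spread between replicates was estimated in edgeR with an intercept-only model as the biological coefficient of variation (BCV) of records with a mean CPM of at least 1. Variation beyond counting noise was tested by a chi-square test of homogeneity on records with a mean count of at least 10, with Benjamini-Hochberg adjustment at 0.05. A library was said to stand apart in a record where it was at least 2-fold above, or below, both others, among records with a mean CPM of at least 10. The level of a gene list was the median of log2(CPM + 1) over its members detected in all libraries, compared with 10000 random lists of the same size. The deviation of a library was the log2(CPM + 0.5) of a record minus the mean of the others, and list medians were compared with 10000 random lists matched on mean expression in 20 bins. A percentile under 2.5 or over 97.5 was called outside the random range; it describes these libraries and is not a p-value. Overlaps of gene sets were tested with Fisher's exact test, two-sided for clusters and gene lists and one-sided for GO terms with at least 5 members. Ratios between the DNA methyltransferase genes were tested with an exact two-sided sign-flip permutation test, which with 3 libraries cannot give a p below 0.25. Binomial 95% intervals are Wilson intervals, and the limit for a count of 0 was set at 3 counts; intervals and limits cover counting error only. Gene lengths were recovered from the counts and the deposited RPKM. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

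The gene lists, the tests and the rule for named genes were fixed before the data were examined. A heat map of the clusters had been seen by then. The lists were the 5 expression clusters of the study, A to E, found by record number, and 20 families found by words in the descriptions: yolk proteins, serine digestive proteases, exopeptidases, carbohydrases, lipases, peritrophic matrix, cuticle, chitin remodelling, cell cycle, cytochrome P450, conjugating enzymes, ABC transporters, sugar transport, immune, germline and ovary, muscle, nervous system, ribosomal proteins, haemoglobin and DNA methylation. The clusters hold genes that differed between mutant and wild type under starvation, and were formed partly on these libraries, so they are not independent evidence. Named genes were the 8 genes the study named, the 20 most abundant records, the 3 most abundant records of each list, and the 10 records with the largest BCV among those with a mean CPM of at least 10. A gene named outside this rule is marked as chosen after its values were seen. The functions were tested on simulated counts with the real means and library sizes. In that simulation of replicate 1 against the others, a BCV of 0.2 over 15816 records was recovered as 0.217, and 98.3% of the 200 records lowered 4-fold that had a mean CPM of at least 10 were found. In the same simulation, 17, 25 and 18 of the 8945 records with a mean CPM of at least 10 stood apart as lower in libraries 1, 2 and 3 without having been lowered. Its BCV was below that of the real libraries, so libraries without a change were also simulated at the real common BCV, after seeing the data.

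The alternatives were size factors by the median of ratios as in DESeq2 1.42.0, total counts as in the study, no filter or a filter 10 times as high, other pseudocounts, the 1.5-fold threshold of the study, TPM in place of CPM, fewer expression bins and each replicate left out in turn. Further alternatives were chosen after seeing the data. These were the deposited scaling, records that overlap no other record, a pseudocount of 0.1 for deviations, lists matched on gene length, leaving out replicates for the spread of lists, and a mean CPM of at least 1 for list levels. The GO and overlap tests and the comparison by gene length were also added after seeing the data.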

Results

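The transcriptome of well-fed, wild-type D. magna was measured in 3 libraries, each from 5 adult females of 12 days pooled without their eggs. The series holds this group alone, which served the study as the reference level for effects of starvation and of the DNMT3.1 mutation. Gene records received 8843488 counts in replicate 1, 8679171 in replicate 2 and 9092389 in replicate 3. A total of 28771 of the 47109 records were detected in at least 1 library and 19927 in all of them. The 20 most abundant records took 17.9%, 18.7% and 14.8% of the counts in replicates 1, 2 and 3. At this depth a record without counts could lie at up to 0.354, 0.353 and 0.309 CPM in the respective library.

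To describe the reference level of the genes on which the study focused, their CPM was examined in the nutrient-rich wild type. The DNA methyltransferase gene DNMT3.1 (scaffold02140, 136605 to 141986, minus strand) was expressed at 6.91 ± 1.94 CPM (SD, n = 3), near the middle of the records detected in all libraries (percentile 48.98). DNMT3.2 (scaffold02140, 280312 to 283754, plus strand) was close to the detection limit, at 0.860 ± 0.244 CPM with 9, 5 and 9 counts in replicates 1, 2 and 3. DNMT1 (scaffold01363, 317398 to 322560, plus strand), the ortholog of the maintenance methyltransferase, was the most abundant of these genes, at 19.4 ± 7.02 CPM. Within libraries, DNMT3.1 exceeded DNMT3.2 by 3.01 ± 0.85 on the log2 scale, DNMT1 exceeded DNMT3.1 by 1.47 ± 0.89, and DNMT1 exceeded DNMT3.2 by 4.48 ± 0.28 (SD, n = 3). Each order held in all 3 libraries, and the exact sign-flip permutation test gave p = 0.25 for each of the 3 ratios, the smallest value it allows with n = 3. On the length-scaled TPM values the ratio of DNMT1 to DNMT3.1 was 0.90 ± 0.89, so that these genes did not differ by more than about the spread between replicates.

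Among the genes the study had drawn from its starvation clusters, the yolk protein precursor gene vtg1 was one of the most abundant transcripts, at 13819 ± 5926 CPM (SD, n = 3). The trypsin gene epsilonTry reached 873 ± 160 CPM. The glycosidase gene tobi, known as target of brain insulin in Drosophila, was the steadiest of them, at 63.7 ± 7.31 CPM. The nuclear receptor gene ftz-f1, which acts in the ecdysteroid cascade of arthropod molting, was annotated in separate parts. The main part (scaffold03025, 108225 to 114731, plus strand) stood at 39.4 ± 12.8 CPM, and the other, minor part (scaffold00512) had 24, 0 and 7 counts. INDY (scaffold02902, 61205 to 65362, minus strand), a citrate transporter gene of solute carrier family 13, varied most between libraries among the study genes other than the minor part of ftz-f1. It had 25.4, 118 and 71.6 CPM in replicates 1, 2 and 3, a 4.65-fold range, against 2.58-fold for vtg1, 1.41-fold for epsilonTry and 1.22-fold for tobi. The record of vtg1 covered 1410 bp and is one of several vitellogenin records, so its reads could be divided among copies.

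**Figure D1:**
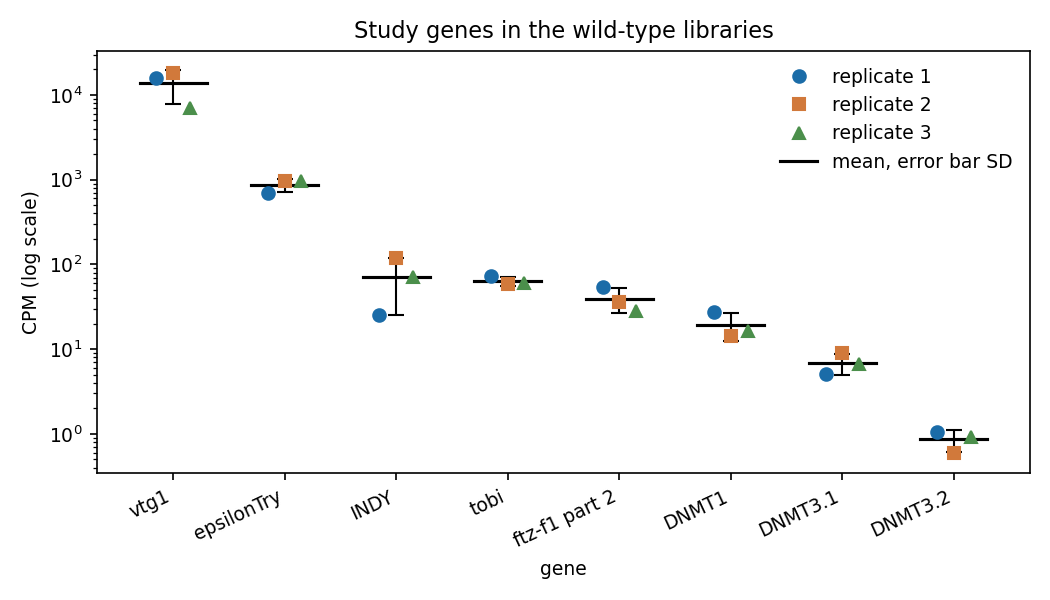
Expression of 8 study genes (x axis) in the wild-type libraries, in CPM on a log scale (y axis); symbols are replicates 1 to 3, black lines are means and error bars SD (n = 3). Levels ran from 0.860 CPM for DNMT3.2 to 13819 CPM for vtg1, and the libraries lay farthest apart for INDY, from 25.4 to 118 CPM; the minor part of ftz-f1 had no count in replicate 2 and is not drawn.

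By CPM, vitellogenin and mitochondrial records were the most abundant of all. The top record (Dapma7bEVm020225co06870NoSplit, a vitellogenin fused with superoxide dismutase) reached 19131 ± 4551 CPM (SD, n = 3), followed by the mitochondrial cytochrome c oxidase subunit 2 at 14531 ± 1410 CPM and subunit I at 14229 ± 3834 CPM. A retinoid- and fatty acid-binding glycoprotein stood at 13568 ± 3850 CPM, mitochondrial NADH dehydrogenase subunit 1 at 13381 ± 3375 CPM, and a 2-domain hemoglobin, the oxygen carrier of Daphnia hemolymph, at 8912 ± 1512 CPM. Elongation factor 1-alpha (5898 ± 679 CPM), translation elongation factor 2 (3990 ± 443 CPM) and muscle myosin heavy chain (3563 ± 1166 CPM) were also among the 20 most abundant. CPM does not take gene length into account, so long records rank higher by it than by TPM. The retinoid- and fatty acid-binding glycoprotein had 1453 TPM and muscle myosin heavy chain 633 TPM. The 40S ribosomal protein S8, outside the 20 by CPM, had 2748 TPM. Yolk records together took 6.34%, 7.87% and 4.39% of the counts in replicates 1, 2 and 3, with Wilson 95% intervals of 6.33 to 6.36%, 7.85 to 7.89% and 4.37 to 4.40%. Ribosomal protein records took 4.91 ± 0.862% and haemoglobin records 1.69 ± 0.261% (SD, n = 3).

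Of the 25 gene lists, 15 lay above the range of random lists in level and 1 lay below it. The random lists were drawn from all records detected in all libraries, with or without a description. The families hold described records and the clusters annotated genes. Described records were 17265 of all 47109 records, but 6824 of the 8976 with a mean CPM of at least 10. Lists of described records therefore tend to rank high, and a high percentile is not particular to a family. Digestive enzymes were abundant: the median CPM was 19.8 for serine digestive proteases (percentile 99.9), 22.3 for exopeptidases (percentile 100) and 34.3 for carbohydrases (percentile 100), led by carboxypeptidase B-like at 2346 ± 101 CPM, trypsin at 2198 ± 13.7 CPM and Alpha-amylase 1 at 858 ± 80.3 CPM. Also above the range were ribosomal proteins (median 545 CPM), yolk (352 CPM), haemoglobin (44.0 CPM, percentile 99.7), muscle (37.1 CPM), chitin remodelling (33.1 CPM), peritrophic matrix (23.3 CPM, percentile 99.1), cell cycle (17.5 CPM) and, at its edge, germline and ovary (14.3 CPM, percentile 97.54). Clusters A, B, C and D had medians of 22.1, 17.7, 73.96 and 16.5 CPM, each at percentile 100. Cuticle records lay below the range, with a median of 3.43 CPM (percentile 0.18) and 144 of 427 records detected in all libraries, although the top cuticle record, a Cuticular protein 72Eb, reached 1190 ± 612 CPM. The other lists lay within the random range: lipases at percentile 8.80, cytochrome P450 at 14.7, nervous system at 20.6, sugar transport at 49.4, DNA methylation at 51.8, cluster E at 81.3, conjugation at 83.35, immune at 86.95 and ABC transporters at 96.8. On TPM values, which remove the effect of gene length, cuticle rose to percentile 4.64, germline and ovary lay at 86.55, and nervous system lay at 0.67.

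To assess how far the replicates differed, they were compared record by record. Across the 28771 detected records Pearson's r of log2(CPM + 1) was 0.974 between replicates 1 and 2, 0.973 between replicates 1 and 3 and 0.983 between replicates 2 and 3. Spearman's rho was 0.915, 0.913 and 0.930; genes are not independent replicates and no p is given. The chi-square per degree of freedom was 31.7, 42.04 and 26.4 for the same pairs, against 1 for counting noise alone, so no pair resembled a library deposited again. The chi-square test called 8454 of 15516 records (54.5%) as varying beyond counting noise, and 4569 without replicate 1. The common BCV was 0.300 over 15816 records, and 0.223 without replicate 1. Members of clusters E and A varied more than records of like abundance, with a median BCV of 0.404 for cluster E (0.279 in matched lists) and 0.269 for cluster A (0.233 in matched lists), both at percentile 100. The clusters were formed partly on these libraries, so grouping by their pattern could account for part of this spread. Spread was also above the random range for cuticle (percentile 99.9), yolk (99.8), peritrophic matrix (99.5), cluster D (98.9) and lipases (98.3 from a median BCV of 0.349), and below it for exopeptidases (1.38). The remaining lists lay inside it, from serine digestive proteases at percentile 4.86 to ABC transporters at percentile 96.0. These calls depended on the setting. In records that overlap no other record, 0 lists lay below the range, so the call for exopeptidases was lost. Without replicate 3, 11 lists lay above the range in place of 7.

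Replicate 1 was the library that most often stood apart, at 2-fold mainly by low counts. It was at least 2-fold below both others in 2.33% of 8976 records and at least 2-fold above them in 0.357%, or 32 records. Replicate 3 was below in 97 records and above in 14, and replicate 2 was below in 27 and above in 33. At the 1.5-fold threshold replicate 1 was below in 447 records and above in 489. Libraries simulated without any change, at the BCV of 0.245 found with the higher filter, gave 81, 72 and 60 low records and 27, 35 and 42 high records in replicates 1, 2 and 3, and at the common BCV of 0.300 they gave 163, 182 and 153 low and 102, 99 and 106 high records. Only the low records of replicate 1 exceeded the simulated number in both cases. The low and high records of replicate 2 and the high records of replicate 3 lay under it in both. The high records of replicate 1 and the low records of replicate 3 lay between the simulated numbers. The BCV of 0.245 was estimated on records that passed the same filter as these counts, and that of 0.300 on more records. At 0.245 the low records of replicate 3 (97 against 60) and the high records of replicate 1 (32 against 27) exceeded the simulated numbers. Both BCVs were estimated with replicate 1 included, so the simulation cannot decide whether noise between replicates gave these sets. Records of Cuticular protein 72Eb were among those low in replicate 1, the top one with 4289, 14331 and 13345 counts, and so was INDY. These cuticular records lay in the same stretch of scaffold00024 (581240 to 584649), so cuticle records low in replicate 1 stand for fewer loci than records. Another abundant Cuticular protein 72Eb record, on scaffold01877, was not low, with 966, 750 and 1049 CPM in replicates 1, 2 and 3. Genes chosen after their values were seen included trypsin alpha-3-like with 7, 1022 and 648 counts and a Dusky-like protein, of a family that shapes the apical extracellular matrix in insects, with 0, 229 and 123 counts. Its level in replicates 2 and 3 was at least 76.1-fold and 35.8-fold above the limit of 3 counts in replicate 1. Also chosen after their values were seen, subunits beta, delta and gamma of the translocon-associated protein complex, which acts in protein transport into the endoplasmic reticulum, had between 958 and 1111 counts in replicate 1 and 2379 or more in the other libraries. Structural constituents of cuticle (8 records, 0.711 expected, adjusted p = 0.000117), serine-type endopeptidases (11 records, 1.38 expected, adjusted p = 3.74e-05) and proteolysis (18 records, 3.00 expected, adjusted p = 3.64e-07) were enriched among the 72 low records with GO terms (one-sided Fisher's exact test over 851 terms, 8 terms past the threshold). The protease families fixed beforehand were not enriched among all low records. Serine digestive proteases shared 2 records with them (0.978 expected) and exopeptidases 0 (1.23 expected). Overlapping and tandem records are not independent, so these p-values are too small. Of the low records, 36 overlapped no other record. That is a smaller share than among the 8976 records tested, of which 69.2% overlapped another.

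The records in which replicate 1 was low overlapped with cluster E of the study, which was formed partly on these libraries and is not independent evidence. The study described cluster E as genes raised by starvation in the wild type. Its top enriched process, like that of cluster C, was proteolysis, the term also enriched among these low records. Cluster E held 31 of the 98 described low records, against 1.32 expected (two-sided Fisher's exact test, adjusted p = 1.92e-34 over 30 comparisons), and cluster C held 12, against 2.18 expected (adjusted p = 1.51e-05). Cluster A held 6 of the 19 described records that were high in replicate 1, against 0.576 expected (adjusted p = 0.000106). Cluster E also held 9 of 16 described records that were high in replicate 2 (adjusted p = 1.57e-12), and cluster D held 4 of 15 that were low in replicate 2 (adjusted p = 0.0252), a call that was lost over 150 comparisons with all records as background (adjusted p = 0.249). The 97 records low in replicate 3 included vtg1 and 7 of the 50 tested muscle records, against 0.540 expected (adjusted p = 4.73e-05 over 150 comparisons). Among the latter were twitchin with 10044, 9633 and 5407 counts and a titin with 3464, 3181 and 1589 counts, giant proteins of the sarcomere chosen after their values were seen. Several of the low muscle records are long or parts of split gene models, so they are not independent. The overlap test did not control for gene length, with which replicate 3 deviated. Apart from the low records of replicate 1, the sets compared here were no larger than those simulated without any change at the common BCV. At the BCV of 0.245, the low records of replicate 3 and the high records of replicate 1 were more than simulated.

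List members also moved together in single libraries. In 19 of the 25 lists the median deviation lay outside the random range in at least 1 library, with 41 calls in 75 pairs of a list and a library. The deviations of a record sum to 0 over the libraries, so calls of the same list balance each other and are not separate observations. Since the clusters were formed partly on these libraries, a shared deviation of their members can be partly built in. Cluster E was low in replicate 1, by a median of -0.92 on the log2 scale (random range -0.08 to 0.09, 155 of 185 members lower), and in balance high in replicates 2 (0.69) and 3 (0.30). The most enriched term of cluster A in the study was the mitotic cell cycle. That cluster was high in replicate 1 at 0.55 (245 of 270 members higher), as was the cell cycle list at 0.28 (115 of 149 members higher) with cyclin b at 4834, 2767 and 3027 counts. Ribosomal proteins were low in replicate 1 at -0.37 (79 of 84 members lower) and high in replicates 2 (0.13) and 3 (0.23). Yolk records were low in replicate 3 at -0.82 (14 of 15 members lower) and high in replicate 2 at 0.66. The cuticle list as a whole deviated by -0.08 in replicate 1, inside its random range of -0.11 to 0.12, and the direction depended on the setting, with -0.52 in the members that overlap no other record and 0.25 with a filter 10 times as high.

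Smaller deviations outside the random range were seen in other lists. Of the 41 calls, 26 held under every alternative run for them and with lists matched on length. The other 15 ended under at least 1 of these settings. For DNA methylation 5 alternatives were run and for haemoglobin 6, in place of 7. Each of these numbers counts the deposited scaling, which repeats the main one. Records that overlap no other record left 3 and 2 members of these lists, and the higher filter left 2 of DNA methylation. Whether their calls hold under those settings was therefore not tested. Among the calls that held, DNA methylation (0.74, 4 of 5 members higher) and germline and ovary (0.27) were high in replicate 1, and conjugation (-0.29), cluster D (-0.17) and cluster B (-0.12) were low. In replicate 2, cluster B (0.19) and cluster D (0.14) were high, and haemoglobin (-0.41), DNA methylation (-0.38), peritrophic matrix (-0.35), cluster A (-0.24) and cell cycle (-0.16) were low. In replicate 3, haemoglobin (0.36), conjugation (0.26) and cluster D (0.08) were high, and cluster A (-0.27) and cell cycle (-0.15) were low.

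Some of the calls that ended shrank and others kept their size in a smaller list. With a filter 10 times as high, lipases moved from -0.36 to -0.04 in replicate 1 and from 0.25 to 0.03 in replicate 2 (39 members before, 15 after), and sugar transport from 0.34 to 0.07 in replicate 3 (30 members before, 13 after). In records that overlap no other record, muscle in replicate 3 was -0.25 before and -0.26 after with 7 of 62 members left (random range -0.32 to 0.21), peritrophic matrix in replicate 1 stayed at 0.30 with 15 of 23 members left, and ribosomal proteins in replicate 2 were 0.13 before and 0.14 after with 13 of 84 members left. These calls ended because the random range of the smaller list was wider. In the same records cytochrome P450 in replicate 1 moved from -0.26 to -0.12, sugar transport from -0.27 to -0.10 in replicate 1 and from 0.18 to 0.02 in replicate 2, and ABC transporters (from 0.12) and muscle (from 0.13) in replicate 2 both moved to 0.06, and a higher or absent filter ended each of these calls too. Serine digestive proteases moved from -0.12 to -0.00364 in replicate 1 and from 0.13 to 0.07 in replicate 3 with the higher filter, and cuticle in replicate 3 from 0.13 to 0.07 with the higher filter and without a filter. Without a filter, serine digestive proteases in replicate 1 kept most of their size, at -0.10 (percentile 2.74). In records that overlap no other record they rose to 0.22 in replicate 3 with 9 of 57 members left (percentile 97.2). The cuticle deviation in replicate 2 turned positive without the filter on low levels and in records that overlap no other record. Carbohydrases, immune and cluster C lay inside the random range in every library under all settings. Exopeptidases, chitin remodelling and nervous system lay inside it at first, but under alternatives exopeptidases in replicate 1 reached percentile 0.49 (-0.20 in records that overlap no other record) and percentile 1.69 with lists matched on length, and with a filter 10 times as high chitin remodelling in replicate 2 reached percentile 0.03 (-0.21) and nervous system in replicate 2 percentile 98.98 (0.07). Calls of the same kind arose for germline and ovary (-0.27) and lipases (0.41) in replicate 3, and for serine digestive proteases (0.23) and conjugation (0.12) in replicate 2, in records that overlap no other record. With lists matched on length they arose for germline and ovary in replicate 2 (percentile 1.45) and cluster B in replicate 3 (percentile 99.53).

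**Figure D2:**
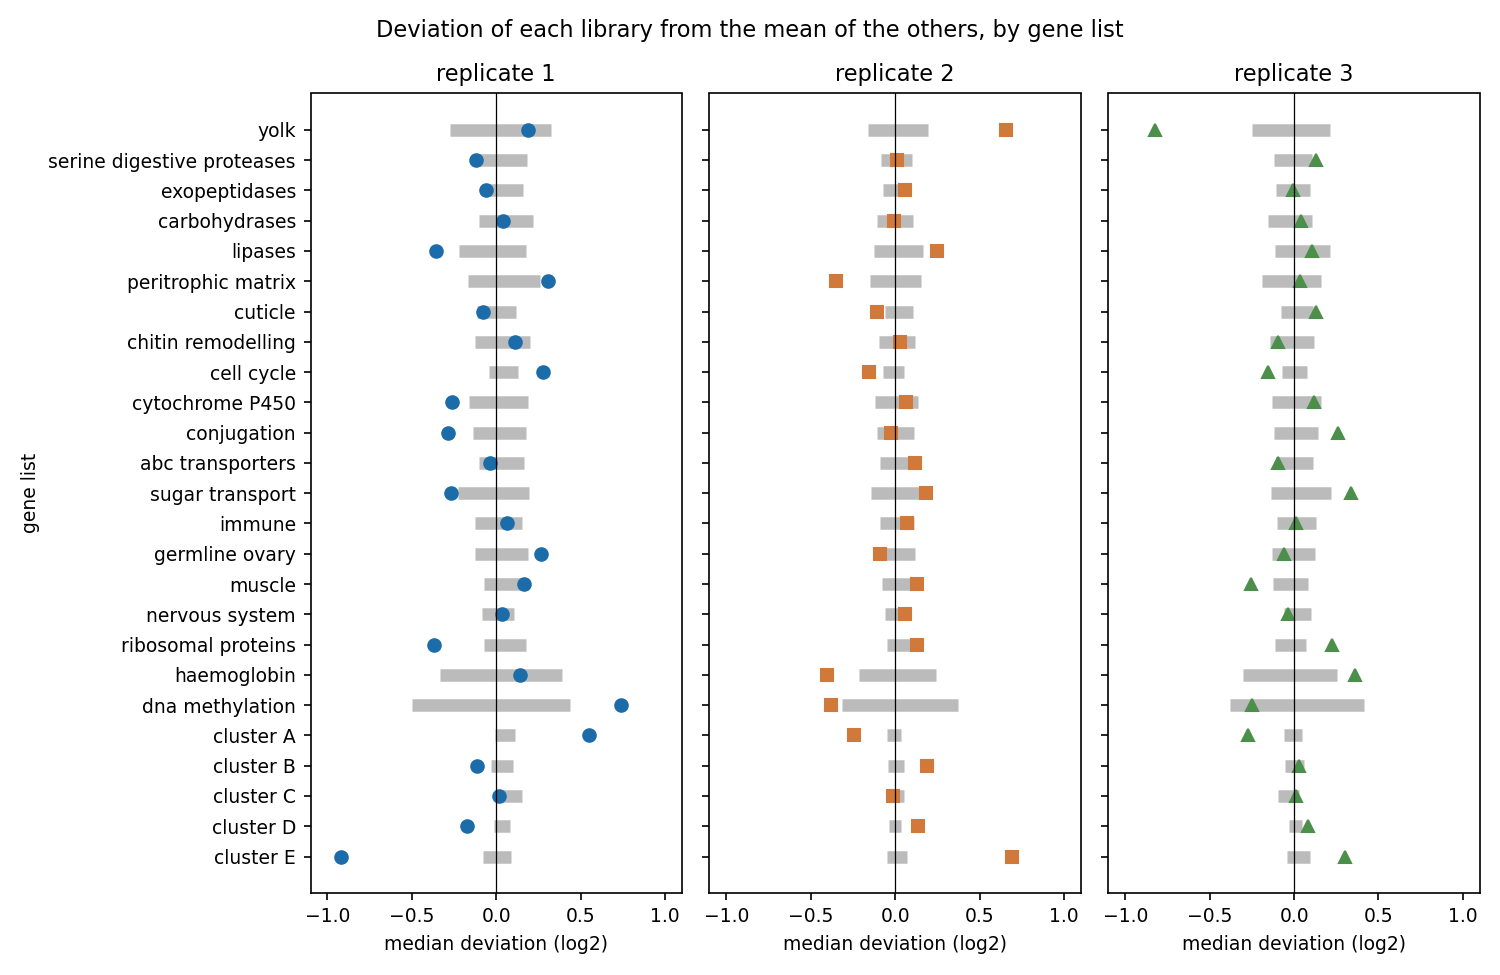
Median deviation of each library from the mean of the others (x axis, log2) for 25 gene lists (y axis); symbols are list medians and grey bars the central 95% of 10000 random lists matched on expression. Cluster E lay at -0.92 in replicate 1 and 0.69 in replicate 2, and yolk at -0.82 in replicate 3, all outside the grey bars.

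Libraries also differed with gene length. In the shortest of 5 length classes (median 530 bp) the median deviation was 0.15 in replicate 3 and -0.08 in replicate 1. In the longest class (median 3643 bp) it was -0.22 in replicate 3, 0.17 in replicate 1 and 0.09 in replicate 2. Ribosomal protein records are short and titin-like muscle records long, so both groups moved with this trend in replicates 1 and 3. In replicate 2 ribosomal proteins were high (0.13), while the shortest class deviated by -0.01. In lists matched on length as well as expression, 39 pairs lay outside the random range, 36 of them among the 41 above. The 5 calls that ended were serine digestive proteases in replicates 1 (percentile 8.44) and 3 (percentile 88.665), cuticle in replicate 3 (percentile 52.55), and sugar transport (percentile 97.31) and ABC transporters (percentile 95.87) in replicate 2. The deviation of muscle in replicate 3 then stood at percentile 1.31, with a random range of -0.24 to -0.04, and that of ribosomal proteins in replicate 1 lay below a random range of -0.24 to 0.03.

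**Figure D3:**
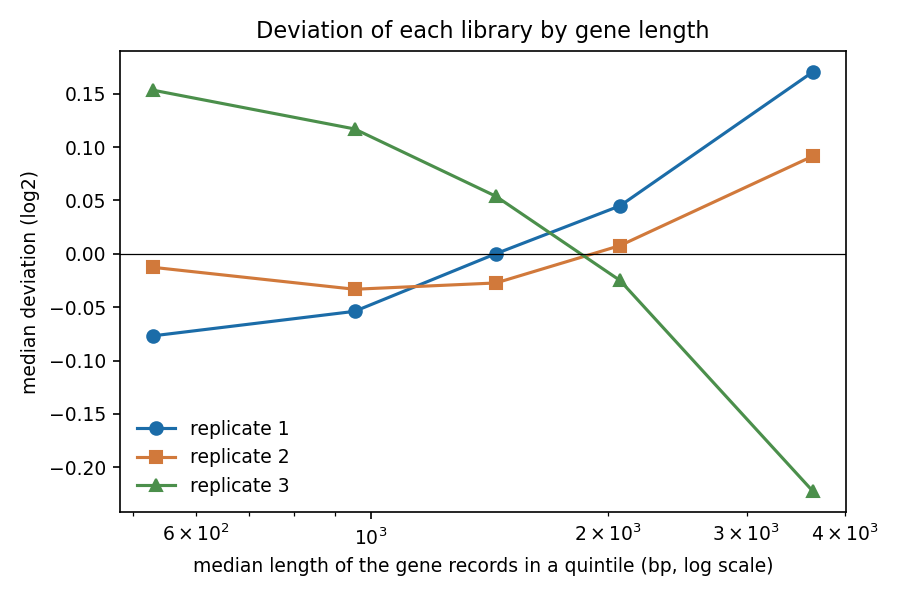
Median deviation of each library from the mean of the others (y axis, log2) in 5 classes of gene length, plotted at their median length in bp on a log scale (x axis); each symbol stands for 3163 or 3164 records of 1 replicate. Replicate 3 ran from 0.15 in the shortest class to -0.22 in the longest, and replicate 1 from -0.08 to 0.17.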

Values the study reported

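The study reported 220 genes that differed between wild type and the DNMT3.1 mutant under nutrient-rich conditions and 2770 under starvation. Of the latter, 1364 annotated genes were divided into 5 clusters. Under starvation, the fold change of the mutant against wild type was given as 2.53 for ftz-f1, 41.17 for INDY, and as a decrease of 2.45 for vtg1, 2.26 for tobi and 3.22 for epsilonTry.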

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

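The settings marked below as later were chosen only after the results had been seen. No paired analysis was possible because the series holds a single group. The use of uniquely mapped reads was not run, since the counts used here are total counts. Scaling by the median of ratios, and the deposited scaling, which equals the TMM scaling, changed none of the summary values listed below. The cause of the differences listed below was not tested, except that stricter or looser filters and thresholds change how many records are counted.

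The mean Pearson's r of 0.977 moved to 0.948 with a pseudocount of 0.1 and 0.983 with a pseudocount of 10, and ranged from 0.973 to 0.983 with 1 replicate left out. The common BCV ranged from 0.223 to 0.346 and the number of records beyond counting noise from 4569 to 6992 with 1 replicate left out, lowest in both cases without replicate 1. The log2 ratio of DNMT1 to DNMT3.2 was 3.60 on TPM values.

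The numbers of records in which replicate 1, 2 and 3 stood apart changed as follows. Without the filter, 500, 512 and 561 were higher and 1370, 634 and 803 lower. With a filter 10 times as high, 4, 3 and 0 were higher and 34, 3 and 18 lower. At 1.5-fold, 489, 157 and 79 were higher and 447, 139 and 397 lower, so that at this threshold replicate 1 stood apart about as often by high as by low counts. In records that overlap no other record (later), 5, 4 and 0 were higher and 36, 2 and 10 lower. With total counts, 20, 19 and 23 were higher.

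Lists below the random range in level numbered 2 in place of 1 with a filter 10 times as high and with a mean CPM of at least 1 (later). Lists above the range in spread ranged from 5 to 11, and lists below it from 1 to 3, with 1 replicate left out (later); below it, 0 lists remained in records that overlap no other record (later). The deviation of cluster E in replicate 1 was -1.02 with total counts, -0.82 without the filter, -0.58 with a filter 10 times as high and -0.99 with a pseudocount of 0.1 (later). Cluster A in replicate 1 was 0.46 with total counts. Ribosomal proteins in replicate 1 were -0.46 with total counts and -0.45 in records that overlap no other record. Yolk in replicate 3 was -0.70 with total counts, -0.61 with a filter 10 times as high and -0.57 in records that overlap no other record. These 4 kept their direction and stayed outside the random range under all 7 alternatives, among which the deposited scaling repeats the main one. The deviation of the cuticle list in replicate 2, -0.11, turned to 0.0117 without the filter and to 0.13 in records that overlap no other record (later). In replicate 1 the same list had 0.25 with a filter 10 times as high and -0.52 in records that overlap no other record (later). Of the values for single genes and lists, 1137 stayed within the limit set for a change, 376 moved past it and 2 reversed. Those that stayed include 71 list deviations under the deposited scaling, which could not differ from the main one. Depth limits DNMT3.2 and the minor part of ftz-f1, which had fewer than 10 counts in at least 1 library.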

Other observations

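All tests here were chosen after the patterns they bear on had been seen, and the bounds were set before the value of the test was seen only for gene length. Further genes are named here after their values were seen. Some records had counts in part of the libraries alone, and most of the 10 records with the largest BCV were of this kind. A sulfotransferase family cytosolic 1B member (Dapma7bEVm015081sc00687NoSplit) had 311, 1 and 3 counts in replicates 1, 2 and 3, an undescribed record (Dapma7bEVm643875sc00687Split01) had 1241, 1107 and 0, and another (Dapma7bEVm645468sc01361NoSplit) had 0, 0 and 388. A record of vacuolar protein sorting-associated protein 13D (13253 bp) had 361, 149 and 0 counts, RE1-silencing transcription factor (10218 bp) had 382, 146 and 0, and Midasin (14806 bp), a ribosome assembly protein, had 303, 34 and 0. These long records overlapped other records, and no explanation was tested for them.

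Genes of DNA methylation differed in the library with their highest level. UHRF1-like (Dapma7bEVm001772sc00115NoSplit), of a family that guides the maintenance methyltransferase to DNA, had 298, 199 and 199 counts, a further UHRF1-like record had 124, 65 and 67, and DNMT1 had 27.4, 14.2 and 16.6 CPM, each highest in replicate 1. DNMT3.1 had 5.08, 8.95 and 6.70 CPM and was lowest there. Vitellogenin receptor, the ovarian receptor for yolk precursors, had 9183, 5765 and 4285 counts, an order that differs from that of vtg1 with 136067, 155377 and 68855.

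Cluster E was low in replicate 1. How far this came from forming the cluster partly on these libraries was not tested. TMM and the median of ratios centre most genes near 0 by design, and the deposited scaling equals TMM. Only total counts could therefore show a shift of all genes. The median deviation of all tested genes in replicate 1 was -0.0693 where it was largest in size over 4 scalings. With total counts the cluster E list deviated by -1.02, which argues against library size or scaling. The tables also argue against gene length, since the list stood at percentile 0 of lists matched on expression and length. Reads shared between overlapping gene records are argued against by the 57 members that overlap no other record, which had a median deviation of -0.95. A further test took the 64 low records whose CPM in replicate 1 was at most 10% of the mean of the others. Cluster E held 31 of all the records low in replicate 1, so this test was not confined to its members. For these 64 records, a single source of RNA in a fixed proportion cannot be told apart from separate changes. Their ratio of replicate 2 to replicate 3 had a median of 1.71-fold and was above 1 in 59 of them, which goes with a single source, but its interquartile range stood at percentile 29.7 of matched sets and was as wide as the noise between replicates, and the bound of this test was loosened after its value was seen. No biological explanation was tested; that the pools differed in molt phase is a hypothesis, which libraries from animals staged by time since the last molt would decide.

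Yolk records were low in replicate 3. Reads shared between near-identical copies would leave their sum in place, but the summed CPM was 0.561 of the mean of the others. A few genes taking most of the counts of replicate 3 would lower all others alike, but scaled by total counts the median deviation of all tested genes there was 0.15, while that of the yolk list was -0.70. No biological explanation was tested; that the pools differed in the stage of yolk formation is a hypothesis, which libraries from animals staged by ovary development would decide.

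Ribosomal proteins were low in replicate 1. The list stood at percentile 0 of lists matched on expression and length, where the random range reached down to -0.24. This argues against gene length as the whole source of the deviation of -0.37. Members of the list could be drawn into these random lists and pull the range toward their own deviation. How large a part length had therefore cannot be read from it, and the shortest length class deviated by -0.08 in replicate 1. Library size or scaling is argued against by the deviation closest to 0 over 4 scalings, which was -0.37. Among these scalings, the deposited one repeats TMM. Other causes, RNA quality among them, were not tested, nor was any biological explanation.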
